A study of Mus musculus with 6 samples. Its data were reported in "Tumor Growth in the High Frequency Medulloblastoma Mouse Model Ptch1+/−/Tis21KO Has a Specific Activation Signature of the PI3K/AKT/mTOR Pathway and Is Counteracted by the PI3K Inhibitor MEN1611" (2021).

How the data were processed

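Cerebellar granule cell precursors (GCPs), the cells that divide in the outer layer of the early postnatal cerebellum and later become granule neurons, were isolated at P7 from Ptch1+/+/Tis21KO and Ptch1+/+/Tis21WT mice. Ptch1 (Patched1) encodes the receptor that restrains Sonic hedgehog (Shh) signaling, and Tis21, also called Btg2, is a gene that inhibits proliferation and was targeted in exon II in the knockout. The 6 arrays of the series were assigned to groups by their titles, 3 to Tis21KO and 3 to Tis21WT. On each array cRNA of the cells carried Cy3 and a common reference cRNA from adult mouse brain carried Cy5, with no dye swap. The labels list the Tis21 genotype under the second channel, whose source is adult brain; the titles give it to the sample as a whole, and it was read as that of the cells. The Cy3 signal of Btg2, which was low on the arrays titled as knockout, goes with this reading. Arrays of Ptch1+/- mice belong to the same study and were not analysed here.

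The array tables hold, per the file headers, the median foreground minus the median background intensity of each channel for each probe. The authors had floored these intensities at 1 and averaged repeat spots. A second table, deposited by the authors as the processed values, is on a log2 scale. Set against the array tables, each of its values was the log2 ratio of Cy3 over Cy5 minus a constant of the probe that was the same on all 6 arrays, within 1.25e-06. Its scale and direction are thereby known, but what set the constant is not: the median over the 6 arrays was within 1e-04 of 0 in only 5.49% of the rows of that table. The methods of the study name GeneSpring, thresholding at 1, log2 transformation, normalization to the 50th percentile and a baseline at the median of all samples. The deposited values were not centred between arrays. Their medians were -0.71, -0.82 and -1.24 on the Tis21KO arrays and -0.14, -0.61 and -0.82 on the Tis21WT arrays, a mean difference of -0.40 between the groups.

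Of 41267 rows, 93 that do not carry a gene probe identifier were left out, and 41174 probes were analysed. A gene symbol was given for 31339 probes by the platform annotation, and 9835 probes are unnamed here. Symbols were updated through a RefSeq gene table of assembly GRCm38.p6, in which 31144 of the named probes were found, 27814 of them by accession, and 1185 symbols changed. The named probes stood for 19820 genes. The array tables name no genome build, so no coordinates are given.

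The main values were log2 Cy3 signals, floored at 1, minus the 50th percentile of their array. The difference Tis21KO minus Tis21WT was fitted to all 6 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, no covariates), two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all probes at a threshold of 0.05. The study used a one-way ANOVA over its genotypes; the form with 2 groups, called here the methods' t-test, was run as an alternative. Gene lists were tested with limma's camera on 1 probe per gene, the probe of highest mean over all arrays, with a preset correlation between genes of 0.01 and with an estimated correlation, and adjusted over the 6 lists. Single probes were also given an exact two-sided permutation test, whose smallest p with 3 arrays against 3 is 0.1. Genes on the chromosome of Btg2 were counted with Fisher's exact test, two-sided.

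The genes named were Btg2 and Btg1, the 13 PI3K/AKT/mTOR genes of the study, and the 5 largest rises and 5 largest falls past the adjusted threshold with groups that did not overlap. Because no probe passed, these places were filled by the named genes of smallest unadjusted p among probes with a mean signal above the 50th percentile of probes, called bright probes here, the others being dim probes. A gene is reported by its brightest probe. Other genes are named only where the text says that they were chosen after their values were seen. Further lists held genes of the Shh pathway and its targets (called Shh targets here) and proliferation, granule neuron differentiation and chemokine genes. Others held markers of 9 other cell types, and genes of the Y chromosome with Xist. The chemokine list shares Cxcl12 and Cxcl3 with the PI3K/AKT/mTOR lists. A list of 18 neutrophil genes was added after the data were seen. Groups, tests, lists (except the neutrophil list), the naming rule and most alternatives were fixed before the data were examined.

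The alternatives were the 75th percentile, quantile normalization, the log2 ratio to the reference with loess or centred on the median, the deposited values, a floor at the 5th percentile set after scaling, leaving out probes below the 25th or 50th percentile, an intensity trend with robust eBayes, the methods' t-test, the replicate number as a block, the mean of all probes of a gene, and leaving out each array. A log2 of the signal plus 50, and a test of 1 probe per gene, were added after the data were seen.

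The fit was tested on simulated data for the comparison of Tis21KO with Tis21WT, drawn with the real means and spreads, in which 200 bright probes were changed. Over all 41174 probes it called 0 of 67 changes of 1 log2 unit, 0 of 67 of 2 and 0 of 66 of 4, although the median estimated sizes were 0.94, 1.97 and 4.03. Over the 20587 bright probes alone it called 0%, 25.4% and 81.8% of the same changes, with 3 false calls. A simulated list of 15 genes raised by 1 log2 unit among 19820 genes had a camera p of 4.24e-16, and 1.50% of 200 unchanged lists had a p under 0.05. The simulated genes varied independently, whereas the estimated correlation was 0.44 for the real proliferation genes. The share of 1.50% therefore does not show how camera behaves on lists whose genes vary together. The precision of every value is limited by the number of arrays.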

Results

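Gene expression was measured by 2-colour microarrays in GCPs of P7 mice with a wild-type Ptch1 gene, 3 arrays of Ptch1+/+/Tis21KO and 3 of Ptch1+/+/Tis21WT mice. The comparison asks what the loss of Tis21 changes in these cells when Ptch1 is intact. Median Cy3 signals of the arrays lay between 38 and 69 intensity units, whereas the negative control spots averaged between 2.96 and 9.09. Between 9.91% and 18.6% of probes were at the floor of 1 in the Cy3 channel and between 15.3% and 30.2% in the Cy5 channel, and 28 to 86 probes per array had a Cy3 signal above 65000. No 2 arrays held identical values. Across probes, which are not independent replicates, Cy3 values of 2 arrays correlated with r between 0.79 and 0.85. The mean r was 0.82 within groups and 0.82 between groups. Among bright probes, those with a mean signal above the 50th percentile of probes, r was between 0.90 and 0.96. The median SD within groups was 0.85 log2 units over all probes, 0.47 over bright probes and 1.96 over the other, dim probes.

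The targeted gene was examined first. All 3 probes of Btg2 were lower on every Tis21KO array than on every Tis21WT array. The brightest, A_52_P31543, had Cy3 signals of 33, 25 and 37 in Tis21KO and of 1929, 1499 and 1401 in Tis21WT. Its values relative to the array 50th percentile were -0.47 ± 0.54 (SD, n = 3) in Tis21KO and 4.98 ± 0.20 (SD, n = 3) in Tis21WT. The log2 difference was -5.45 ± 0.44 (SE), a fold of 43.7, with a limma adjusted p of 0.0642 that did not pass the threshold of 0.05. The exact permutation p was 0.1, the smallest that the design allows. The other probes, A_52_P925197 and A_52_P35217, differed by -4.44 and -3.91. No probe sequence was at hand to place them inside or outside the targeted exon. In the reference channel, which holds the same RNA on every array, the brightest probe differed by -1.82. Its limma p there was 0.0498 unadjusted, with a limma adjusted p of 1.00. In that channel A_52_P925197 and A_52_P35217 went the other way, by 0.08 and 1.01. The alternative that moved the Btg2 difference most was the loess ratio to the reference, which gave -3.22. Btg1, a related gene, differed by -0.26 ± 0.37 (SE) at its brightest probe, with an adjusted p of 0.949, and by -1.15 at its second probe.

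**Figure D1:**
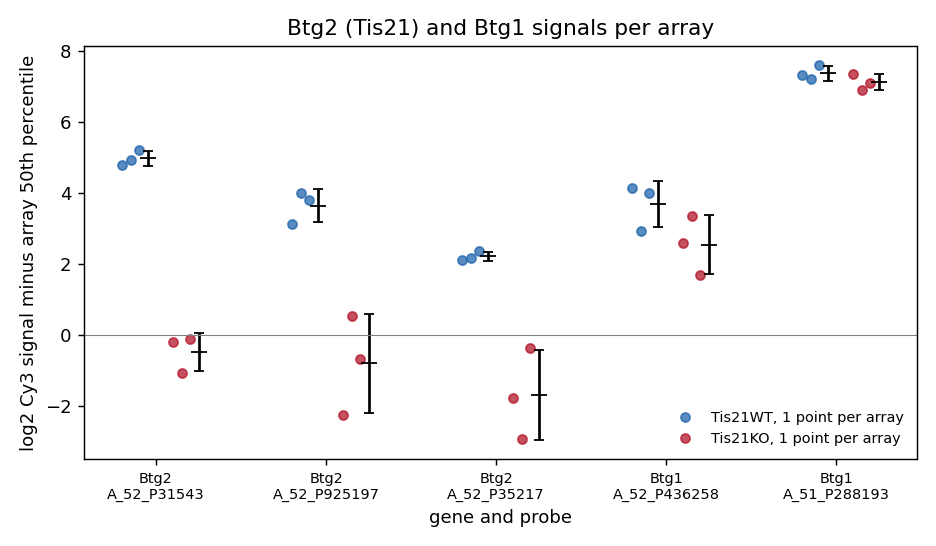
Cy3 signals of the probes of Btg2 (Tis21) and Btg1, as log2 values minus the 50th percentile of each array, with 1 point per array, and the mean and SD of the 3 arrays of a group as bars. The 3 Btg2 probes lie lower on every Tis21KO array, with mean differences of -5.45, -4.44 and -3.91, whereas the arrays overlap for both Btg1 probes.

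Over all 41174 probes, limma called 0 at an adjusted p of 0.05, and the smallest adjusted p was 0.0642. At an unadjusted p under 0.05 there were 1766 probes, 4.29% of all, of which 1035 were higher and 731 lower in Tis21KO. The methods' t-test gave 1902 probes at that unadjusted threshold and 0 after Benjamini-Hochberg adjustment. In the reference channel, limma gave 1717 probes at an unadjusted p under 0.05 and 0 after adjustment. The groups did not overlap in 9.89% of probes, where chance gives 10%. Of the 100 probes of smallest p, 82 had all 3 arrays of a group at the floor, against 2.75% of all probes, and 5 were bright probes. The count depended on the probes tested. With the brightest probe of each of 19820 genes, the same fit called 16 genes, 2 higher and 14 lower in Tis21KO, of which 13 had a group wholly at the floor and the other 3 were Btg2, Stfa3 and Stfa1. The alternative that moved the count most was the intensity trend with robust eBayes, which called 118 probes, 81 higher and 37 lower. With the dim probes left out, 14 probes were called, 1 higher and 13 lower, and 3 of them were the probes of Btg2. The unadjusted counts under these settings were 2760 and 1303.

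None of the genes with the largest changes passed the adjusted threshold over all probes. After Btg2, the falls of smallest p were in Stfa3, Stfa1, S100a9 and S100a8. Stfa3 fell by 5.08 ± 0.44 (SE) on the log2 scale, with a limma adjusted p of 0.0642, and Stfa1 by 4.94 ± 0.45, with the same adjusted p. These genes belong to a family of near-identical copies, so their probes may not separate them. S100a9 fell by 5.06 ± 0.56 with an adjusted p of 0.0816, from a mean of 8.42 ± 0.50 (SD, n = 3) in Tis21WT to 3.36 ± 0.80 (SD, n = 3) in Tis21KO. S100a8 fell by 4.49 ± 0.54 with an adjusted p of 0.0885. The rises of smallest p were in Dusp16 (2.79 ± 0.43, SE), Slfn5 (2.00 ± 0.35), Ccdc146 (2.21 ± 0.41), Art3 (1.94 ± 0.37) and Casp4 (1.83 ± 0.37). Their limma adjusted p-values ranged from 0.186 for Dusp16 to 0.422 for Casp4. In each of these 9 genes the 3 arrays of one group lay on one side of the other group. Stfa1, Stfa3, S100a9, S100a8 and Dusp16 were among the probes called when the dim probes were left out. Of the rises, Ccdc146 shrank to 0.90 with the loess ratio, 1.06 with the median-centred ratio and 0.60 in the deposited values. Art3 was 0.99, 1.13 and 0.68 in the same order. Dusp16 stayed at 2.39 or more, Slfn5 at 1.42 or more and Casp4 at 1.36 or more under every alternative.

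The study named genes of the PI3K/AKT/mTOR pathway, which transmits growth factor signals to protein synthesis, as changed by Tis21 loss in the Ptch1+/- background. The question here was how they differ in the Ptch1+/+ background. These arrays took part in the test from which the study chose the genes, so a result over this list alone is not independent evidence. In the main fit, 0 of the 13 genes passed the threshold over all probes and 0 when adjusted over the list alone. Deptor alone passed over all probes under an alternative, the intensity trend with robust eBayes. Among the 9 genes named as raised in Ptch1+/-, Cxcl12 was 1.28 ± 0.34 (SE) higher in Tis21KO. Its group means were 4.83 ± 0.04 (SD, n = 3) and 3.55 ± 0.04 (SD, n = 3), with a limma adjusted p of 0.818 over all probes and of 0.0880 over its list. With the methods' t-test the unadjusted p of Cxcl12 was 2.81e-06. Its adjusted p over all probes was then 0.116, the smallest that this test gave. With the trend and robust eBayes its adjusted p was 0.104. The second probe of Cxcl12 differed by only 0.030. Deptor was 2.05 ± 0.78 (SE) higher, with an adjusted p of 0.945, and its second probe was 0.41 higher. The other 7 genes differed by between -0.40 and 0.37: Rraga by -0.40, Lars by -0.05, Pdgfd by -0.03, Eif3c by 0.01, Dgkq by 0.22, Eif3a by 0.36 and Ago1 (Eif2c1) by 0.37. Each of these 7 differences was smaller than its SE, and the sign of 6 of them reversed under at least 1 alternative. Rraga, the 7th, shrank to -0.10 without Tis21KO replicate 2, and Ago1 to 0.16 and Eif3a to 0.21 without Tis21WT replicate 2. The probes of Eif3c, Eif3a and Ago1 disagreed in sign, in 1 of 4, 2 of 3 and 2 of 3 probes.

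The median of the 9 genes was 0.22 and their mean 0.42, with 3 of 9 lower in Tis21KO. The camera p was 0.0254 and the adjusted p 0.0508, which did not pass, and with an estimated correlation the adjusted p was 0.519. The direction of the median depended on the values used. It was -0.18 in the deposited values, -0.029 with the mean of all probes of a gene and -0.096 without Tis21KO replicate 1, and the list passed the threshold without Tis21KO replicate 2 (0.35) and without Tis21WT replicate 1 (0.40), while camera, which sets a list against all other genes, placed the list upward in every one of these. In the deposited values the median of all probes was itself -0.47, and the mean of the 9 genes was 0.18. Of the 4 genes named as lowered in Ptch1+/-, Cxcl3 differed by -1.99 ± 1.08 (SE), Sik2 by -1.81 ± 1.10, Smg1 by -0.32 ± 0.60 and Timp1 by 1.21 ± 0.61, with limma adjusted p-values of 0.945 to 0.959. Cxcl3 was at the floor on 2 Tis21KO arrays and Sik2 on 1, so their differences are poorly measured. Cxcl3 was -4.80 in the deposited values and -0.071 with the log2 of the signal plus 50, and Sik2 was -0.18 with the latter and -0.67 without Tis21KO replicate 3. The Cy5 signals of Cxcl3 were 8, 27 and 1 in Tis21KO and 1, 1 and 1 in Tis21WT. This near-floor difference of 2.47 in a channel with the same RNA on every array enters the deposited -4.80, beside that of Cy3. Timp1 was 0.47 in the deposited values, and Smg1 was 0.18 without Tis21KO replicate 3. Of the 6 probes of Smg1, 3 went the other way. The median of the 4 genes was -1.06, with a camera adjusted p of 0.585, and it was 0.45 over the 2 genes left without the dim probes and -0.24 without Tis21KO replicate 3.

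**Figure D2:**
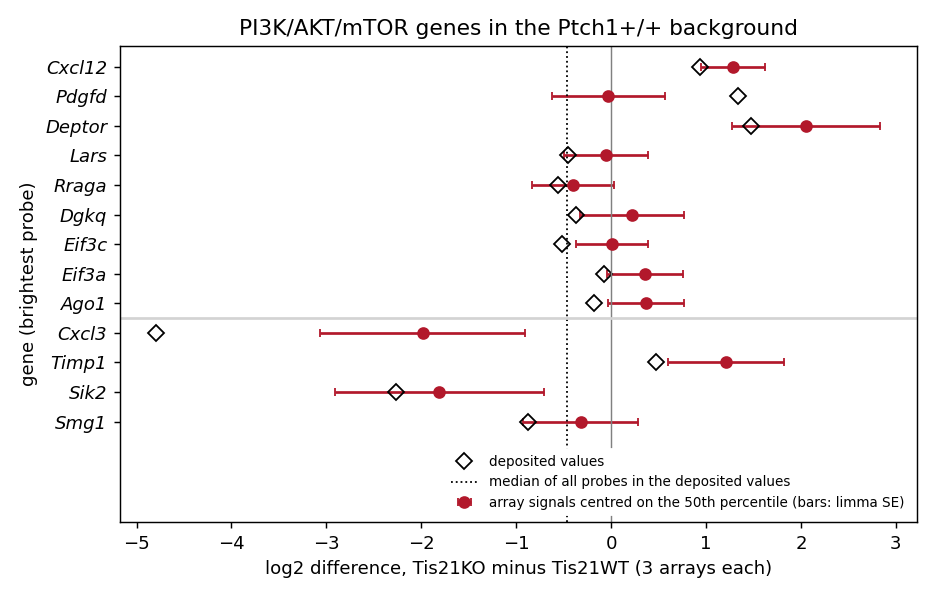
Log2 difference (Tis21KO minus Tis21WT, 3 arrays each) of the 13 PI3K/AKT/mTOR genes, those above the grey line listed as raised and those under it as lowered in the Ptch1+/- background. Filled points are array signals centred on the 50th percentile, with limma SE, open diamonds are the deposited values, and the dotted line is the median of all probes in the deposited values, -0.47; of the 9 raised genes, 3 lie below 0 in the centred signals and 6 in the deposited values.

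Lists of Shh, proliferation, differentiation and chemokine genes were then compared. The arrays measured whole preparations, in which endothelial and astroglial markers were higher in Tis21KO (medians of 0.74 and 0.70). A shift of a list therefore need not lie in the GCPs. Shh targets, a list that also holds other genes of the Shh pathway, had a median difference of -0.58, with 9 of 10 genes lower in Tis21KO and a camera adjusted p of 0.0134. Ptch1, named after its value was seen, was 0.09 higher at a dim probe. With the dim probes left out, 7 genes of the list were left, 7 of 7 lower, with a median of -0.52. Chemokine and migration genes had a median of 0.57, with 3 of 15 genes lower and a camera adjusted p of 0.00825. Neither held with an estimated correlation, with adjusted p-values of 0.379 and 0.161. The alternative that moved Shh targets most was the loess ratio to the reference (-0.21), and chemokine and migration genes moved most in the deposited values (0.069). Neither list passed in the deposited values, with a ratio to the reference or with the mean of all probes of a gene. Shh targets also did not pass without Tis21KO replicate 1 (-0.60), Tis21KO replicate 3 (-0.33) or Tis21WT replicate 1 (-0.51), nor chemokine and migration genes without Tis21KO replicate 2 (0.66). Granule neuron differentiation genes had a median of -0.43 and a mean of -0.16, with 11 of 14 genes lower and an adjusted p of 0.0906, and the median was -0.036 with the loess ratio and -0.21 without Tis21KO replicate 3. Proliferation genes had a median of -0.05, with 8 of 15 genes lower and an adjusted p of 0.585. The median moved most in the deposited values (-0.45, with 14 of 15 genes lower), was -0.15 with the log2 of the signal plus 50 and turned positive under 4 of the scalings (0.0051 to 0.082). No gene of these 4 lists passed the threshold over all probes, and 0 passed when adjusted over the list alone. The estimated correlation between genes was 0.15 for Shh targets and -0.034 for chemokine and migration genes.

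**Figure D3:**
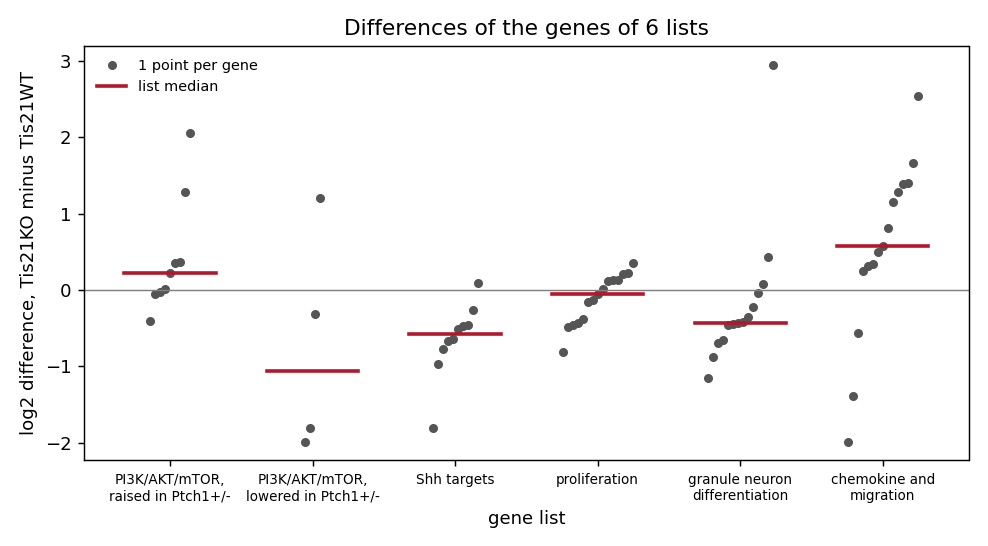
Log2 difference (Tis21KO minus Tis21WT) of each gene of the 6 lists, 1 point per gene by its brightest probe, with the list median as a red line. The medians are 0.22 (-0.18 in the deposited values) and -1.06 for the 2 PI3K/AKT/mTOR lists, -0.58 for Shh targets, -0.05 for proliferation (0.082 with the 75th percentile), -0.43 for granule neuron differentiation and 0.57 for chemokine and migration genes.

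Because the knockout was made in one strain and crossed to another, genes on the chromosome that carries Btg2 were counted. Of the 16 genes called with 1 probe per gene, 3 were on that chromosome, Btg2 among them, against 5.62% of the other 19640 genes. The others, Panct2 (-4.87) and Aqp12 (4.72), named after their values were seen, each had a group wholly at the floor. The odds ratio was 3.87, with a 95% confidence interval of 0.71 to 14.1 and a Fisher's exact p of 0.0576, and without Btg2 it was 2.58 with an exact p of 0.205. Among the 200 genes of smallest p the odds ratio was 1.57 (95% interval 0.89 to 2.59), with a Fisher's exact p of 0.0877. The loess ratio to the reference gave 1.88 with an exact p of 0.0125 among its 200 genes of smallest p. Over the 14 alternatives tested on 200 genes the exact p ranged from 0.0125 to 0.538, and over the 5 tested on their 19 to 77 called genes from 0.0492 to 0.709.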

Values the study reported

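The study reported 13 deregulated genes of the PI3K/AKT/mTOR pathway in GCPs of the Ptch1+/- background, and that 8 of these 13 genes fell in the Gene Ontology process of regulation of intracellular signal transduction, with an FDR of 0.00292. It used 3 arrays each of Ptch1+/+/Tis21WT and Ptch1+/+/Tis21KO and 4 arrays each of Ptch1+/-/Tis21WT and Ptch1+/-/Tis21KO mice.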

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

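The log2 of the signal plus 50 and the test of 1 probe per gene were chosen after the data were seen. Normexp was not run because the tables hold only background-subtracted signals, nor a slide or scan block because no slide or scan is given. Gene lists were not recomputed with the trend or the methods' t-test.

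The Btg2 difference stayed negative in all 19 alternatives, from -5.63 to -3.22, and passed the adjusted threshold in 4. These were quantile normalization (-5.38), the dim probes left out (-5.45), the trend with robust eBayes (-5.45) and the log2 of the signal plus 50 (-4.22); its adjusted p over the alternatives ranged from 2.45e-32 to 0.902. The test of 1 probe per gene, apart from these 19, also called Btg2, with an adjusted p of 0.0406. The number of called probes was 0 in the main analysis and in 14 alternatives. It was 74 with quantile normalization (35 higher, 39 lower), 14 with the dim probes left out, 118 with the trend and robust eBayes, 35 with the log2 of the signal plus 50 (16 higher, 19 lower) and 16 with 1 probe per gene. All 14 probes called with the dim probes left out were also called under the trend and under the log2 of the signal plus 50, but only 3 of them under quantile normalization. The cause was not tested. The count at an unadjusted p under 0.05 was 2760 with the trend and 2908 with the log2 of the signal plus 50, against 1766. Without any single array the count remained 0, which says little about its stability. In the simulated data the fit to all 6 arrays over all probes called 0 of 66 changes of 4 log2 units.

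The 9 PI3K/AKT/mTOR genes raised in Ptch1+/- passed in 8 of 17 alternatives and had a negative median in 3, with an adjusted p of 0.0207 to 0.554. Their median was 0.36 with the 75th percentile, 0.34 with quantile normalization, 0.22 with the floor set after scaling and with probes below the 25th or the 50th percentile left out, and 0.12 with the log2 of the signal plus 50, and the list passed in each of these. It was -0.18 in the deposited values and -0.029 with the mean of all probes. Without 1 array it ranged from -0.096 (without Tis21KO replicate 1) to 0.40 (without Tis21WT replicate 1). It passed without Tis21KO replicate 2 (0.35) and without Tis21WT replicate 1. The cause was not tested here. The 4 genes lowered in Ptch1+/- had a median of 0.45 with the dim probes left out, where 2 of them are left. Their median was -0.39 with the loess ratio and -0.12 with the log2 of the signal plus 50, where the mean was 0.032 and camera placed the list upward. Without 1 array it was -1.58 (without Tis21KO replicate 2) to -0.24 (without Tis21KO replicate 3, where camera also placed it upward). With probes below the 25th percentile left out, 3 of the genes were left, with a median of -0.32. Camera placed the list upward there too. The list passed in none of the 17 alternatives.

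Shh targets kept a negative median and passed in 10 of 17 alternatives, with an adjusted p of 0.00833 to 0.293. They no longer passed with the loess ratio (-0.21), the median-centred ratio (-0.26), the deposited values (-0.72) and the mean of all probes (-0.52), nor without Tis21KO replicate 1 (-0.60), Tis21KO replicate 3 (-0.33) or Tis21WT replicate 1 (-0.51); without 1 array the median was -0.74 to -0.33. Chemokine and migration genes kept a positive median and passed in 12 of 17. They no longer passed with the loess ratio (0.49), the median-centred ratio (0.52), the deposited values (0.069) and the mean of all probes (0.34), nor without Tis21KO replicate 2 (0.66); without 1 array the median was 0.38 (without Tis21WT replicate 1) to 0.86 (without Tis21WT replicate 3). Granule neuron differentiation genes kept a negative median and passed with the 75th percentile (-0.29), with probes below the 25th or the 50th percentile left out (-0.43 in both) and with the log2 of the signal plus 50 (-0.53). Their median was near 0 with the loess ratio (-0.036, mean 0.12) and the median-centred ratio (-0.080, mean 0.093), and -0.62 (without Tis21KO replicate 1) to -0.21 (without Tis21KO replicate 3) without 1 array. The adjusted p over the 17 alternatives was 0.00293 to 0.858. The median of proliferation genes was -0.45 in the deposited values, with 14 of 15 genes lower, -0.15 with the log2 of the signal plus 50 and -0.13 with the mean of all probes. It was 0.082 with the 75th percentile, 0.038 with quantile normalization, 0.010 with the loess ratio and 0.0051 with the median-centred ratio, and -0.24 (without Tis21KO replicate 1) to 0.11 (without Tis21WT replicate 1) without 1 array. It passed in none. The cause was not tested. The odds ratio for the chromosome of Btg2 stayed above 1 in all 19 alternatives and passed with the 75th percentile (1.77), quantile normalization (3.20) and the loess ratio (1.88). These values are not of one kind, since 5 alternatives with at least 10 called genes were tested on those, as with the 25 of quantile normalization, 4 of them on the chromosome and Btg2 among these, and the other 14 on the 200 genes of smallest p.

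Single genes near 0 changed sign, and the cause was not tested. Pdgfd was 0.10 with the 75th percentile, 0.11 with quantile normalization, 1.46 with the loess ratio, 1.79 with the median-centred ratio and 1.34 in the deposited values, and -0.35 (without Tis21KO replicate 1) to 0.54 (without Tis21KO replicate 2) without 1 array. Its Cy5 signals were 2, 35 and 4 in Tis21KO and 12, 29 and 22 in Tis21WT. The ratios and the deposited values of Pdgfd carry this difference of -1.71 in the reference channel, so they are no evidence of a rise in the cells. Lars was 0.078 with the 75th percentile, 0.0053 with quantile normalization and 0.0024 with the median-centred ratio. It was -0.45 in the deposited values, and -0.23 (without Tis21KO replicate 1) to 0.26 (without Tis21KO replicate 2) without 1 array. Its less bright probes A_51_P168123 and A_51_P470589 differed by -0.55 and -0.32 in the main values, and the groups did not overlap for the first. Eif3c was -0.095 with the loess ratio, -0.060 with the median-centred ratio, -0.52 in the deposited values and -0.098 with the log2 of the signal plus 50, and -0.12 (without Tis21WT replicate 2) to 0.17 (without Tis21WT replicate 1) without 1 array. In the deposited values Dgkq was -0.37, Eif3a -0.070 and Ago1 -0.18. Deptor passed over all probes with the trend and robust eBayes (2.05, adjusted p 0.00265) and in no other alternative, where its adjusted p reached 1.00. Without 1 array Dgkq ranged from -0.23 (without Tis21KO replicate 1) to 0.55 (without Tis21KO replicate 3), Smg1 from -0.74 (without Tis21KO replicate 1) to 0.18 (without Tis21KO replicate 3) and Rraga from -0.56 to -0.10 (without Tis21KO replicate 2). Ago1 ranged from 0.16 (without Tis21WT replicate 2) to 0.51, and Eif3a from 0.21 (without Tis21WT replicate 2) to 0.59 (without Tis21WT replicate 1). Deptor ranged from 1.47 to 2.69, Cxcl12 from 1.26 to 1.30 and Btg1 from -0.37 to -0.14 (without Tis21WT replicate 3), being -0.15 without Tis21KO replicate 2. Cxcl3 ranged from -3.07 (without Tis21KO replicate 2) to -1.42, Sik2 from -2.76 (without Tis21KO replicate 2) to -0.67 (without Tis21KO replicate 3) and Timp1 from 0.77 (without Tis21WT replicate 1) to 1.80. Under the scalings Cxcl3 was -4.80 in the deposited values, -4.34 with the median-centred ratio, -3.13 with the loess ratio and -0.071 with the log2 of the signal plus 50. Sik2 was -2.27, -1.81, -0.39 and -0.18 in the same order, and Timp1 0.47, 0.92, 0.87 and 0.76. Except for the last, these values of Cxcl3 are ratios to Cy5 signals of 1 to 27 units, near the floor. Rraga was -0.11 with either ratio to the reference, and Smg1 was -0.88 in the deposited values.

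Replicate numbers did not pair the samples: deviations of same-numbered arrays from their group means correlated with r of 0.018, 0.038 and -0.043 across probes. With the replicate number as a block, 0 probes were called, Btg2 differed by -5.45, and no call of a list changed. The median difference of all probes was -0.09 in the main values, 0.04 with the 75th percentile and -0.47 in the deposited values. Signals near background limit the dim probes, whose median SD within groups was 1.96.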

Other observations

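The tests of the floor, of Xist and of whole blood were chosen after the result they explain was seen, and the neutrophil list was written after S100a8, S100a9, Stfa1 and Stfa3 were seen. Its genes and marks were set before any of its own values, but Ngp, Retnlg and Ltf were seen among calls under alternatives before it was tested. The results of the real groups were known before the other splits were run, and the rules on spread for the Y-linked genes and for the 4 probes in the reference channel were set with their values in view.

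The design gives 10 splits of the 6 arrays into 3 and 3, so that a share under 0.05 cannot be reached and chance cannot be excluded for any count. For the main count the comparison is empty, since a real count of 0 is reached by all 10 splits. The highest of the others was 59, in the split that puts Tis21KO replicates 1 and 3 with Tis21WT replicate 1. Of these 59 probes, 57 had all 3 arrays of a side at the floor, and 0 bright probes were called in that split, so the count may come from flooring as well as from a structure of the arrays. At an unadjusted p under 0.05, 6 of the splits gave as many probes as the real 1766, the highest other being 2501 in the same split. With 1 probe per gene, 5 splits gave as many genes as the real 16, with 34 as the highest other. With the dim probes left out, only the real split (1 of 10) called any probe, 14 against 0 in each of the others. With the trend and robust eBayes, the real split (1 of 10) had the highest count, 118 against 36. For the lists, as small a camera p was found in 2 splits for the 9 raised PI3K/AKT/mTOR genes (real 0.0254, smallest other 0.0142), in 7 for the 4 lowered genes (0.508 and 0.0654), in 1 for Shh targets (0.00448 and 0.00823), in 8 for proliferation (0.585 and 0.00459), in 2 for differentiation (0.0604 and 0.0448) and in 1 for chemokine and migration genes (0.00138 and 0.00436). For none of these can chance be excluded.

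The probes of smallest p lay at the floor. Of the 100 of smallest p, 82 had a whole group at the floor of 1, where signals differ between arrays only by the array's 50th percentile, so that flooring is a candidate explanation for their rank. In the simulated comparison over all probes, no change of 4 log2 units was called, and over bright probes alone 81.8% were. The count of 0 over all probes is therefore no evidence that expression was the same.

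S100a8, S100a9, Stfa1 and Stfa3, genes abundant in neutrophils, were lower in Tis21KO. S100a9 had Cy3 signals of 292 to 647 in Tis21KO and of 13623 to 19532 in Tis21WT. Less whole blood in the Tis21KO preparations is argued against by the erythroid genes, with a median difference of 0.22 (5 genes, -0.14 to 0.52), though -0.43 in the deposited values. In the reference channel the median of the 4 probes was -0.87, with an SD of 1.20 between probes at signals near background, which does not decide whether hybridisation contributed; in the ratio of the channels the median was still -4.02. A smaller share of neutrophil-lineage cells may account for the fall: of 18 other neutrophil genes, 16 were found, 13 of them lower, with a median of -1.12. Under 6 other scalings the median was -2.02 to -0.36. A median of -2 or lower had been set as the mark of this explanation and one above -1 as the mark against it, so it stays open. Ngp, Retnlg and Ltf, seen before the test, were the only 3 of the 16 genes to pass when adjusted over the list alone. Over the other 13 genes the median was -0.93 with an SD of 1.25 between genes, on the side of the mark against, by less than that spread, with 10 of 13 lower and a smallest adjusted p of 0.137. Other values go with the explanation. The camera p of the 16 genes was 1.32e-06, or 0.00657 with an estimated correlation. The 16 include the 3 genes seen before the test, and no camera p is given for the other 13. The 6 genes with bright probes, a subset chosen after the values were seen, also hold all 3. These 6 were all lower, with a median of -2.92. Whether such cells came with the tissue or differ with the genotype of the animals was not tested.

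In the deposited values the 9 genes raised in Ptch1+/- mostly lay below 0, 6 of 9. The study described almost all of them as lowered in this background. Of all genes, 72.5% lay below 0 in the deposited values and 56.3% in the centred signals. Relative to the median of all genes, the median of the 9 genes was 0.29 higher, 2 of 9 lay below that median, and the list fell at percentile 95.2 of 10000 random lists matched on mean level, within the central range of -0.33 to 0.35 set beforehand as the mark of this explanation. Missing centring between arrays is therefore a candidate explanation for their negative sign in these values. How the fold changes of the study were centred was not examined here.

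Differences between the groups as a whole were set against other technical sources. The Cy3 and Cy5 differences correlated across probes with r of 0.092, under the 0.3 set beforehand, which argues against hybridisation differences common to both channels as the source; those of Cy3 alone stay open. The reference channel gave 1717 probes at an unadjusted p under 0.05, close to the 1766 of the cell channel. The latter were 4.29% of all probes, under the share of 0.05 that the threshold allows by chance. The count thus shows no excess over chance, and noise between arrays may account for it. In the main values, endothelial markers shifted most of the 9 other cell types, with a median of 0.74 and 7 of 7 genes higher. Their camera adjusted p was 7.5e-05, or 0.437 with an estimated correlation. This meets the mark set beforehand under the preset correlation only. The median percentile of these genes by mean signal was 84.1. Kdr (1.42) and Cdh5 (1.32), named after their values were seen, passed when adjusted over the list alone, and 0 genes of the other 8 lists did. Astroglial markers had a median of 0.70 (adjusted p 0.0052, and 0.895 with an estimated correlation). The medians were 0.43 for meninges, 0.24 for microglia, 0.22 for erythroid cells, 0.14 for choroid plexus, 0.05 for Purkinje cells, -0.10 for oligodendrocytes and -0.17 for interneurons, none with an adjusted p under 0.05. The last 2 and those of microglia, erythroid cells, choroid plexus and Purkinje cells changed sign under at least 1 of 6 other scalings, whereas endothelium (0.42 to 1.21), astroglia (0.25 to 0.83) and meninges (0.089 to 0.56) did not. With the log2 of the signal plus 50, astroglia (0.58) shifted more than endothelium (0.42). Of the 7 endothelial genes, 1 was lower with either ratio to the reference and 2 in the deposited values. Another share of endothelial or glial cells may thus differ between the preparations, and this stays open. Among the 200 genes of smallest p the odds ratio for the chromosome of Btg2 was 1.57, and the interval of 0.89 to 2.59 leaves strain DNA next to the targeted gene open. Without Btg2 it was 1.47 (exact p 0.161), and for the 200 genes nearest to Btg2 it was 0.49 (95% interval 0.012 to 2.79, exact p 0.727), which goes the other way but rests on 1 gene.

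On the array of Tis21KO replicate 2, 3 of 4 Xist probes were highest among the 6 arrays, the brightest at 7.70 against 5.50 to 6.12 on the others. Eif2s3y, a Y-linked gene, was lowest there, at 2.97 against 4.07 to 5.04. A larger share of female cells may account for this, but the other Y-linked probe above the median was not lowest there. Over the groups, the median difference of the 3 Y-linked genes found was -0.51 (-0.58 to -0.12 under 6 other scalings), which does not decide whether the sex of the animals was unequal.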
